A study of Oryctolagus cuniculus with 39 samples.

How the data were processed

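Bulk RNA-seq of rabbit brown adipose tissue (BAT) was read from 2 deposited tables of gene expression. One table held 12 libraries of whole interscapular BAT, called total iBAT here. The other held 24 libraries of the stromal vascular fraction (SVF), the cells left when the fat cells of the tissue are removed. Of these, 12 came from interscapular BAT (iBAT SVF) and 12 from subscapular BAT (sBAT SVF). Each tissue was sampled at day 1 and at 3, 6 and 12 weeks, with 3 libraries per group. All 36 value columns were mapped to a group and a replicate number by their headers and the sample labels, and none was left over. The 3 single-cell samples among the 39 labelled samples were not analysed here.

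Per the file headers, the deposited values were FPKM (fragments scaled to transcript length and to the mapped fragments of the library), and the values were checked against that unit. Neither the labels nor the headers state the aligner, the quantification tool, the genome build or the gene annotation behind the FPKM, so no coordinates are given. Each table was normalized on its own, and levels in total iBAT and in an SVF are therefore not on one scale. No read counts were used, and the absolute depth of the libraries is unknown. The relative depth of the libraries within a table was estimated from ratios of low FPKM values between libraries, which pile up at ratios of small whole numbers of fragments. The estimate recovered simulated depths with a largest error of 0.003 on the log2 scale. On the deposited values, 90.9% of the pairs of total iBAT libraries and 73.2% of the pairs of SVF libraries lay within 0.1 (log2) of the joint solution, so the SVF estimates are the less certain.

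The SVF table held 20589 gene identifiers and that of total iBAT held 20183, of which 19625 were in both. Symbols were taken from the SVF table. A RefSeq gene table of a rabbit assembly, used for names alone, gave the symbols of the 558 identifiers found only in the total iBAT table and replaced 595 placeholder symbols. It matched 17693 (85.9%) of the SVF identifiers and 17389 (86.2%) of the total iBAT identifiers. The 24 identifiers that shared a symbol with another identifier were kept apart. Mitochondrially encoded genes were not analysed here.

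Values were transformed to log2(FPKM + 1). On this scale the fold changes of genes with low FPKM are understated. Genes with an FPKM of at least 1 in at least 3 libraries of a table were tested, which left 12853 genes in total iBAT and 13274 in the SVF. A linear model with 1 mean per group was fitted to each table with limma 3.58.1 in R 4.3.3, using moderated statistics with a variance trend over expression, all 12 total iBAT libraries in one fit and all 24 SVF libraries in another. The p-values are two-sided, were adjusted by the Benjamini-Hochberg (BH) method within each comparison, and were called at an adjusted p under 0.05. Within each tissue, 3, 6 and 12 weeks were compared with day 1, 6 weeks with 3 weeks and 12 weeks with 6 weeks, and a joint test asked for any change with age. The SVF of both depots was compared at each age. The interaction of depot and age was tested for 12 weeks against day 1 and jointly over all ages. This gave 24 counts of genes. The replicate numbers were not treated as pairs, since same-numbered iBAT and sBAT libraries deviated together at 12 weeks (correlations of 0.25 to 0.51) but not at every age. A fit with replicate number within age as a block was run as an alternative for the depots and the interaction.

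For 12 weeks against day 1 in each tissue, 17 gene sets written from general knowledge were tested with limma's rotation test fry, with BH adjustment over the sets that had at least 4 tested genes (15 in total iBAT and 17 in the SVF). A set's direction was taken from the median log2 fold change of its genes, and the numbers of called sets higher and lower from fry's own direction. The competitive test camera, with its preset correlation of 0.01 and with a correlation estimated from the data, was run beside it.

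The groups, the comparisons, the gene sets, the alternatives other than one, and the rule for named genes were fixed before the data were examined. The rule names a fixed list of 40 genes where the tables have them. It adds the 4 genes with the largest rise and the 4 with the largest fall from day 1 to 12 weeks in each tissue, among called genes with a symbol, a mean FPKM of at least 10 in 1 of the groups, and no overlap between the 3 values of the groups compared. For the depots at day 1 and at 12 weeks the 3 largest differences in each direction were named by the same criteria, and for the interaction without the criterion on overlap. Of the 40 listed genes, 37 were found by symbol, and PLIN1, FASN and SCD were not. After the filter, 35 were tested in total iBAT and 34 in the SVF.

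Alternatives to the processing were a pseudocount of 0.1, no filter on low FPKM, a filter at an FPKM of 5, an added minimum of 1 for the absolute log2 fold change, upper quartile scaling (75%), median ratio scaling, moderation without a trend, a fit of only the groups compared, a block for replicate number, camera in place of fry, and leaving out each library in turn. Median ratio scaling divides each library by the median ratio of its genes to their geometric means over the libraries. A further alternative left out the 2 genes with the highest summed FPKM and rescaled the rest to a common sum, and it was chosen after the data were seen. The fit of only the groups compared was not run for the interactions or for the joint test in total iBAT. As a count of chance results, the libraries of each comparison were also split in other ways.

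The steps were tested on simulated data with 200 changed genes. In the total iBAT design (12526 genes) 95.5% of the changed genes were called and 2.05% of the calls were unchanged genes. These shares were 97.5% and 5.8% for a pair of SVF groups (12728 genes), and 88.5% and 6.84% for the interaction. With 1 group scaled down as a whole (12663 genes), 52% of the changed genes were called without scaling and 99.1% of the calls were unchanged genes. Median ratio scaling of the same simulated values gave 98% and 6.22%. fry called the raised set and 0 of 100 unchanged sets. The simulated genes varied independently of one another, so this does not show how fry behaves where genes of a set are correlated. Figures were drawn with matplotlib 3.10.9, and relative depths were computed in Python 3.11.15 with numpy 2.4.6.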

Results

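Gene expression was measured by bulk RNA-seq in brown adipose tissue of New Zealand White rabbits, a heat-producing fat that regresses after birth. The libraries covered 4 ages, day 1 and 3, 6 and 12 weeks. At each age 3 libraries were made from total iBAT, 3 from the iBAT SVF and 3 from the sBAT SVF, giving 36 libraries. The deposited FPKM of a library summed to between 389593 and 548723, and the number of genes with an FPKM above 0 ranged from 12416 (sBAT SVF 3 weeks replicate 1) to 17799. The tables give no read counts. Relative depth, estimated from the FPKM values, ranged from 0.557 to 1.536 in total iBAT, a ratio of 2.757, and from 0.526 to 1.646 in the SVF, a ratio of 3.128. In total iBAT the day 1 libraries (0.557 to 0.621) all lay below the 12 weeks libraries (1.356 to 1.384), so relative depth and age ran together there. The labels give no sequencing batch.

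Replicates correlated across genes with Pearson's r between 0.902 and 0.984 on the log2(FPKM + 1) scale, lowest in the sBAT SVF at 3 weeks (0.902 to 0.919), where genes are not independent replicates. In a principal component analysis of total iBAT, the first component held 54% of the variance. It placed the day 1 libraries at 68 to 73.2, the 3 weeks libraries at -7.59 to 15.7 and all 6 and 12 weeks libraries at -42.01 to -32.35. For the SVF as deposited, the first component held 41.4% of the variance and set the 3 sBAT 3 weeks libraries (90.3 to 151) apart from every other library, the highest of which was at 8.59. With median ratio scaling the first SVF component held 28.5% and separated the day 1 libraries of both depots (42.5 to 60) from all later libraries, the highest of which was at -1.89.

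In some SVF libraries 2 genes held a large share of the deposited FPKM. These were ADORA1 and LOC100009266, the latter with the synonym UOX in the RefSeq table, and they were singled out after their values were seen. Their summed share was 69.5% ± 9.43 (SD, n = 3) in the sBAT SVF at 3 weeks and 30% ± 6.26 at day 1, and 7.02% ± 10.6 and 6.65% ± 1.9 at 6 and 12 weeks. In the iBAT SVF it was 4.38% ± 3.76, 9.91% ± 9.4, 0.538% ± 0.056 and 4.67% ± 0.753 at day 1 and at 3, 6 and 12 weeks. The spread within some groups came largely from single libraries, iBAT SVF day 1 replicate 3 at 8.71%, iBAT SVF 3 weeks replicate 3 at 20.3% and sBAT SVF 6 weeks replicate 2 at 19.2%. In total iBAT the share fell from 9.01% ± 0.793 at day 1 to 1.41% ± 0.044 at 12 weeks. Since FPKM is relative to all mapped fragments of a library, a gain of these 2 genes lowers the FPKM of the others by construction, and most counts are given both as deposited and after median ratio scaling.

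**Figure D1:**
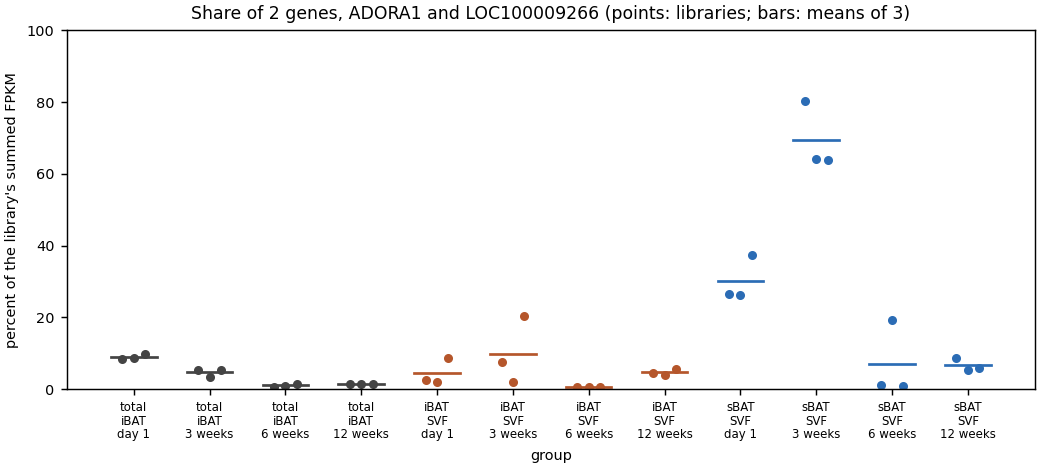
Percent of each library's summed FPKM held by ADORA1 and LOC100009266, by tissue and age; points are libraries and bars are means of 3. The 3 sBAT SVF 3 weeks libraries sit between 63.9% and 80.4%, and every library of the other groups lies at or below 37.3%.

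Total iBAT at the later ages was compared with day 1 to ask which transcripts changed as the depot regressed. Of 12853 genes tested with limma, 5363 differed at 3 weeks (4081 higher and 1282 lower), 6511 at 6 weeks (4512 higher and 1999 lower) and 6035 at 12 weeks (4022 higher and 2013 lower), at a BH-adjusted p under 0.05. The median log2 fold change of all genes was 0.25, 0.24 and 0.19 in these comparisons. After median ratio scaling, which brought these medians to 0.01, 0.02 and 0.02, the counts were 4862 (2322 higher and 2540 lower), 6350 (3230 higher and 3120 lower) and 5935 (3021 higher and 2914 lower). Of the latter, 3604, 5229 and 5033 were also called as deposited, all in the same direction. The alternative that moved these counts most was the added minimum of 1 for the absolute log2 fold change, which left 1719, 2765 and 2544 genes. A joint test over the ages called 7145 genes, and 6960 after median ratio scaling.

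Between 3 and 6 weeks, 1406 total iBAT genes differed (525 higher and 881 lower at 6 weeks), and 1377 after median ratio scaling (608 higher and 769 lower). Without the 3 weeks replicate 3 library this count fell to 699. That library had 1450 FPKM of MYL1, 2163 of ACTA1 and 421 of CKM, all muscle genes, against at most 0.41, 2.54 and 2.03 in the other 3 weeks libraries. Between 6 and 12 weeks, 25 genes differed (17 higher and 8 lower at 12 weeks), while 2000 had an unadjusted p under 0.05. Median ratio scaling gave 23 (20 higher and 3 lower), and with the 2 dominant genes left out 32 (17 higher and 15 lower). The count rested on single libraries, since it was 4 without 6 weeks replicate 1 and 527 without 6 weeks replicate 3.

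**Figure D2:**
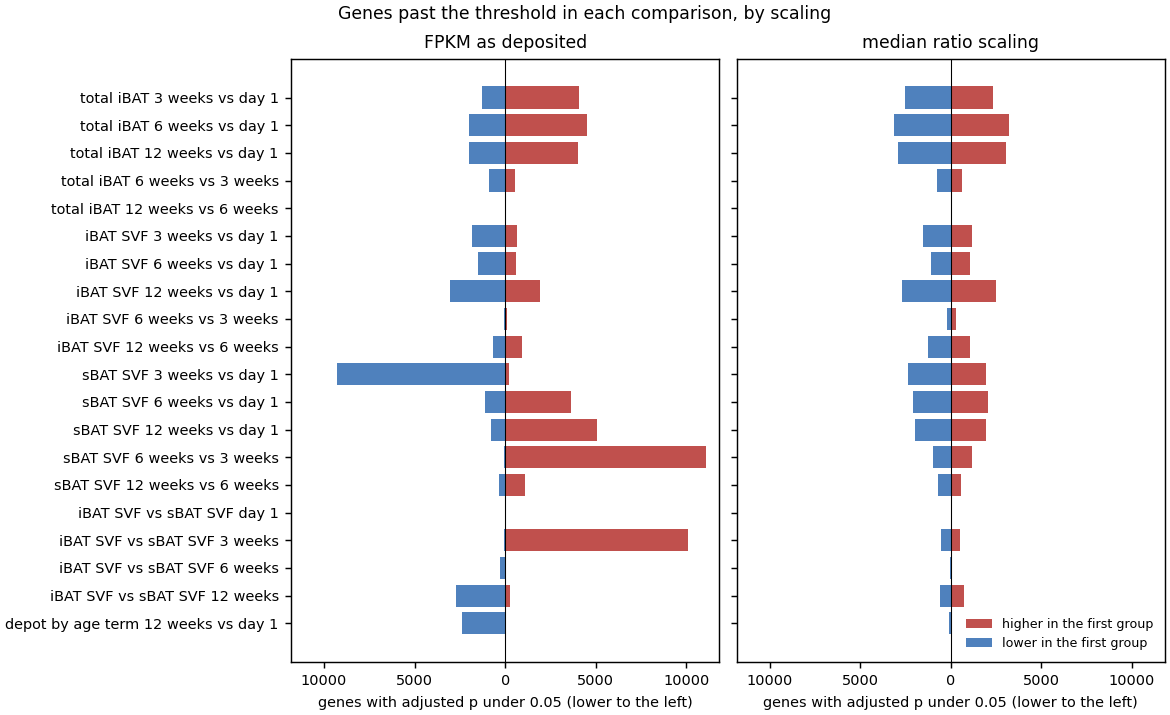
Number of genes with a BH-adjusted p under 0.05 in each comparison, higher to the right and lower to the left, with FPKM as deposited (left panel) and after median ratio scaling (right panel). The sBAT SVF comparisons with the 3 weeks group are among those that change, as from 187 higher and 9260 lower to 1939 higher and 2358 lower for 3 weeks against day 1.

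The genes with the largest changes in total iBAT from day 1 to 12 weeks were compared next, all with adjusted p-values from limma with BH adjustment and fold changes on the log2(FPKM + 1) scale. In every gene named in this way the 3 values of one age lay wholly above the 3 of the other. UCP1 (gene ID 100328618), the uncoupling protein of brown fat, went from 5348 ± 375 FPKM (SD, n = 3) at day 1 to 828 ± 140 at 3 weeks, 8.72 ± 11.8 at 6 weeks and 2.94 ± 2.16 at 12 weeks (log2 fold change -10.62, SE 0.7, adjusted p 6.66e-07). At 6 weeks, 1 library (replicate 1) held 22.4 FPKM and the others 2.08 and 1.69. FABP3 (gene ID 100348000) went from 1622 ± 297 to 5.19 ± 1.15 (-8.04, SE 0.44, adjusted p 2e-07), and GMPR (gene ID 100342587) from 456 ± 222 to 0.64 ± 0.352 (-8.03, SE 0.31, adjusted p 4.28e-08). CKM (gene ID 100009056) went from 141 ± 89.4 to 0.6 ± 0.72 (-6.38, SE 1.55, adjusted p 0.00546). The rises were led by LEP (gene ID 100008747), from 0.963 ± 0.515 to 270 ± 86.6 (7.09, SE 0.27, adjusted p 4.28e-08), and FABP7 (gene ID 100358103), from 16.8 ± 6 to 1792 ± 431 (6.69, SE 0.56, adjusted p 3.17e-06). SNCG (gene ID 100347926) rose from 37.2 ± 13.4 to 3008 ± 237 (6.36, SE 0.33, adjusted p 1.76e-07) and MID1IP1 (gene ID 100343841) from 0.877 ± 0.343 to 155 ± 50.3 (6.33, SE 0.3, adjusted p 1.11e-07). All 8 calls held under every alternative and without any single library.

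Of the 35 genes of the fixed list that were tested in total iBAT, 27 differed between 12 weeks and day 1 (15 higher and 12 lower), and 28 when adjusted over the list alone. These became 24 and 26 with median ratio scaling. By limma with BH adjustment, the genes associated with brown fat DIO2 (-5.16), COX7A1 (-4.88), PPARGC1A (-4.38), ADRB3 (-3.62), PRDM16 (-1.13) and EBF2 (-1.01) were lower at 12 weeks on the log2(FPKM + 1) scale, with adjusted p-values from 7.24e-08 to 0.000364. CIDEA was higher (1.01, SE 0.29, adjusted p 0.0143), with all 3 values at 12 weeks above all 3 at day 1. This call was lost without day 1 replicate 3 (adjusted p 0.0671). LHX8 was also higher (1.29, SE 0.39, adjusted p 0.0172), a call lost without day 1 replicate 1 or 12 weeks replicate 3 (adjusted p up to 0.073). ADIPOQ (3.4), CEBPA (2.43), ALDH1A1 (4.59), PI16 (3.57), PDGFRA (2.48) and COL3A1 (1.82) were higher, with adjusted p-values from 3.57e-07 to 0.00155. The mean of ADIPOQ rose at each age, from 529 ± 109 FPKM to 1269 ± 691, 4522 ± 593 and 5515 ± 157. That of COL3A1 was highest at 6 weeks (5391 ± 1940 FPKM) and lower at 12 weeks (2728 ± 1040). For 12 against 6 weeks, 0 of the 35 listed genes were called. ZIC1 (0.26, adjusted p 0.444), FABP4 (-0.17, adjusted p 0.688) and FSTL1 (0.19, adjusted p 0.649, and -0.03 after median ratio scaling) did not pass the threshold.

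**Figure D3:**
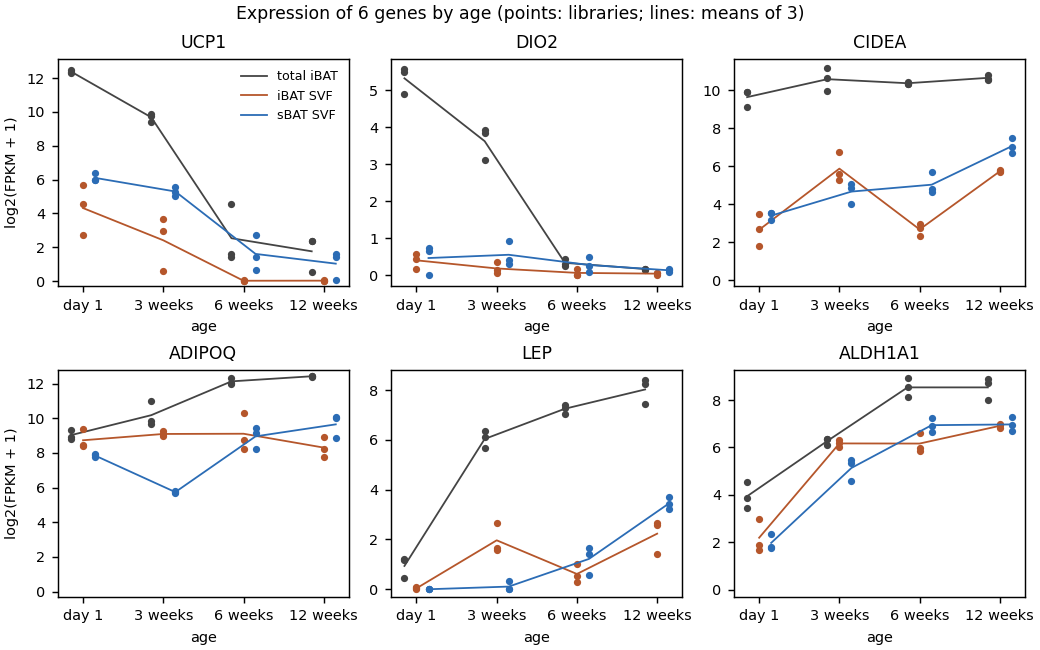
Expression of UCP1, DIO2, CIDEA, ADIPOQ, LEP and ALDH1A1 by age as log2(FPKM + 1); points are libraries, lines join the means of 3, and total iBAT and the SVF were normalized separately. In total iBAT, UCP1 falls from 5348 to 2.94 FPKM and LEP rises from 0.963 to 270 between day 1 and 12 weeks.

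Gene sets were tested for 12 weeks against day 1 to summarise these changes. In total iBAT, fry called 10 of 15 sets, 5 higher and 5 lower, and 9 after median ratio scaling. The thermogenic (median log2 fold change -3.62, adjusted p 3.08e-08), fatty acid oxidation (-2.7, adjusted p 2.16e-06), oxidative phosphorylation (-1.66, adjusted p 1.01e-05) and erythroid (-2.63, adjusted p 6.02e-05) sets were lower. The adipocyte (1.22, adjusted p 1.03e-07), fatty acid synthesis (1.87, adjusted p 7.13e-05) and WNT signalling (0.81, adjusted p 0.00134) sets were higher. These 7 calls held under fry in all scalings and without any single library. The extracellular matrix set (1.1, adjusted p 0.0133) lost its call without 12 weeks replicate 3 (adjusted p 0.0548). The adipose progenitor set (0.56, adjusted p 0.0252) lost it after median ratio scaling (adjusted p 0.139), after upper quartile scaling, with only the groups compared, and without day 1 replicate 1, day 1 replicate 3 or 12 weeks replicate 3 (up to 0.0852). The endothelial set (-0.75, adjusted p 0.0457) lost it without any library but day 1 replicate 2 (up to 0.162), with no filter, with the 2 dominant genes left out, with a replicate block and with only the groups compared. Its call was kept after median ratio scaling (-0.97, adjusted p 0.00297) and upper quartile scaling (-0.9, adjusted p 0.0106). The sets not called were macrophage (0.81), cell cycle (-0.33), smooth muscle and myofibroblast (-0.3), interferon response (-0.2) and skeletal muscle (-0.06), the last called lower with only the groups compared. Of the 10 calls, 8 held under camera with its preset correlation, and 1, the thermogenic set (adjusted p 0.0207), with an estimated correlation, under which 5 sets had an unadjusted p under 0.05. This dependence on the correlation was the largest change of any alternative. With an estimated correlation, 0 sets were called after median ratio or upper quartile scaling (adjusted p of the thermogenic set by camera 0.137 and 0.0886). With the 2 dominant genes left out the thermogenic set kept its call (adjusted p 0.028).

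**Figure D4:**
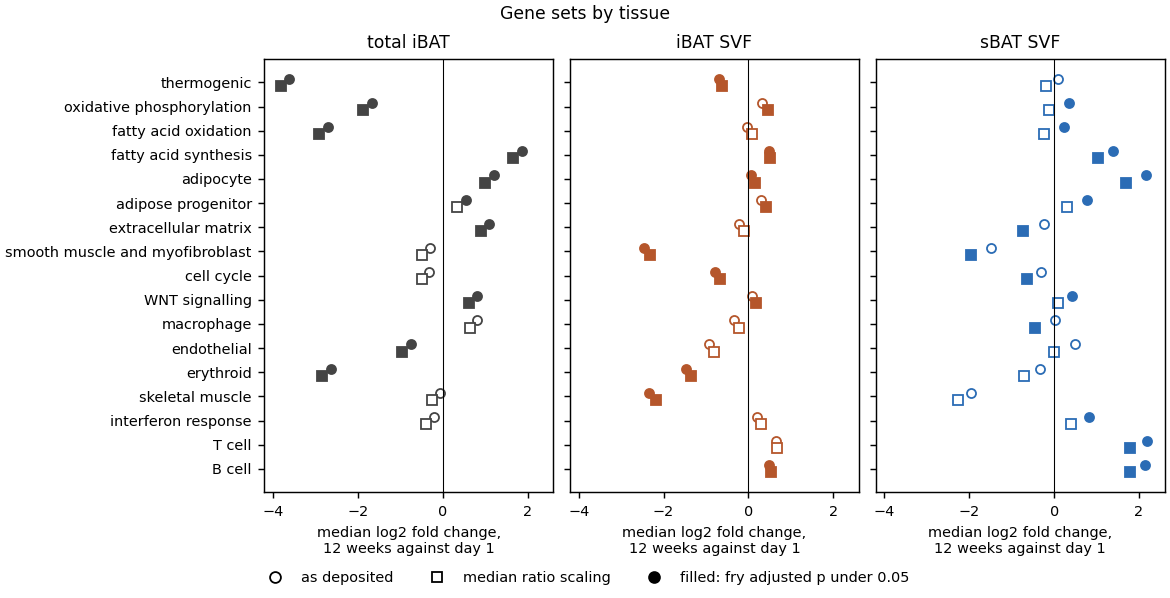
Median log2 fold change of each gene set from day 1 to 12 weeks in total iBAT, the iBAT SVF and the sBAT SVF, as deposited (circles) and after median ratio scaling (squares); filled symbols had a fry adjusted p under 0.05. In the sBAT SVF the oxidative phosphorylation set moves from 0.35 to -0.13 and the fatty acid oxidation set from 0.22 to -0.25 with the scaling.

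The iBAT SVF at later ages was compared with day 1 to ask how the non-adipocyte cells of the depot changed. Of 13274 genes tested with limma, 2486 differed at 3 weeks (645 higher and 1841 lower), 2044 at 6 weeks (569 higher and 1475 lower) and 4953 at 12 weeks (1924 higher and 3029 lower), at a BH-adjusted p under 0.05. The median log2 fold changes of all genes were -0.13, -0.15 and -0.1. After median ratio scaling the counts were 2692 (1185 higher and 1507 lower), 2168 (1048 higher and 1120 lower) and 5206 (2504 higher and 2702 lower), of which 2064, 1630 and 4474 were also called as deposited. With the 2 dominant genes left out, the 12 weeks count was 5255 (1417 higher and 3838 lower). Single libraries moved the first 2 counts by more than 1.5 times, to 1243 at 3 weeks without day 1 replicate 1 and to 951 at 6 weeks without 6 weeks replicate 2. The joint test over the ages called 4838 genes, and 5296 after median ratio scaling. Between 3 and 6 weeks 169 genes differed (75 higher and 94 lower), but 516 after median ratio scaling (296 higher and 220 lower), and 56 without 3 weeks replicate 1. Between 6 and 12 weeks 1643 genes differed (948 higher and 695 lower), 2330 after median ratio scaling (1044 higher and 1286 lower) and 767 without 6 weeks replicate 1. The alternative that moved the comparison of 6 with 3 weeks most was upper quartile scaling, with 527 genes (299 higher and 228 lower).

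The largest changes in the iBAT SVF from day 1 to 12 weeks were taken by the same rule, with limma and BH adjustment. C4BPA (gene ID 100343920) rose from 9.01 ± 3.34 to 427 ± 56.8 FPKM (SD, n = 3), a log2 fold change of 5.47 (SE 0.43, adjusted p 2.04e-08). NOX5 (gene ID 100301540) rose from 1.25 ± 0.427 to 103 ± 72.9 (5.32, SE 0.46, adjusted p 6.08e-08) and ALDH1A1 (gene ID 100008636) from 3.97 ± 2.63 to 120 ± 7.58 (4.72, SE 0.3, adjusted p 9.25e-10). SMPD3 (gene ID 100355781) rose, from a day 1 mean of 5.15 ± 7.26 (4.49, SE 1.44, adjusted p 0.0191), a call lost without any 1 of 4 libraries, day 1 replicate 1 or 3 and 12 weeks replicate 2 or 3 (adjusted p up to 0.0765). ALOX15 (gene ID 100009114) went from 212 ± 169 to 0.157 ± 0.124 (-6.84, SE 0.65, adjusted p 2.24e-07) and GPC3 (gene ID 100351858) from 193 ± 17.5 to 1.56 ± 0.298 (-6.24, SE 0.44, adjusted p 4.93e-09). ACTG2 (gene ID 100350318), which has close actin paralogs, went from 116 ± 14.5 to 3.3 ± 0.376 (-4.76, SE 0.4, adjusted p 4.75e-08), and PEG10 (gene ID 100352080) from 59 ± 1.82 to 1.9 ± 0.225 (-4.38, SE 0.31, adjusted p 4.93e-09). The 3 values of one age lay wholly above those of the other in each gene.

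On the fixed list, 18 of 34 genes differed between 12 weeks and day 1 in the iBAT SVF (7 higher and 11 lower), and 20 when adjusted over the list alone, with 19 and 19 after median ratio scaling. Among genes used as markers of adipose progenitors, PI16 (2.75), DPP4 (1.45), PDGFRA (1.42) and CD34 (1.13) were higher by limma with BH adjustment, with adjusted p-values from 2.6e-05 to 0.0019. DLK1 (-2.54, adjusted p 0.000323), the contractile genes ACTA2 (-3.43, adjusted p 1.71e-05) and TAGLN (-2.68, adjusted p 0.000472) and the cell cycle gene TOP2A (-1.13, adjusted p 0.00961) were lower. POSTN (-1.96, adjusted p 0.0124) lost its call without replicate 2 of either age (up to 0.0564), and MKI67 (-1.24, adjusted p 0.0164) without 12 weeks replicate 3 (0.0582). CIDEA rose (3.07, SE 0.39, adjusted p 8.72e-06), from 6.06 ± 3.91 FPKM at day 1 to 52.3 ± 1.84, although it was 64.3 ± 38.1 at 3 weeks and 5.52 ± 1.37 at 6 weeks. UCP1 was 26.1 ± 22.7 FPKM at day 1 and 6.3 ± 5.52 at 3 weeks, and was listed at 0.04, 0 and 0 at 6 weeks and at 0, 0.05 and 0 at 12 weeks (log2 fold change at 12 weeks -4.29, adjusted p 6.1e-05). The day 1 mean was 0.488% of that in total iBAT in the separately normalized table. The adipocyte gene ADIPOQ had 447 ± 183 FPKM in the iBAT SVF at day 1, so adipocyte transcripts were not absent from this fraction, and its difference at 12 weeks (-0.42, SE 0.43, adjusted p 0.458) did not pass the threshold. FSTL1 (0.3, adjusted p 0.465), EBF2 (-0.2, adjusted p 0.521) and COL1A1 (0.18, adjusted p 0.739, and -0.06 without day 1 replicate 3) did not pass the threshold.

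Of 17 sets, fry called 8 in the iBAT SVF for 12 weeks against day 1, 3 higher and 5 lower, and 11 after median ratio scaling (6 higher and 5 lower), which added the adipose progenitor, oxidative phosphorylation and WNT signalling sets. The smooth muscle and myofibroblast (-2.46, adjusted p 0.000673) and cell cycle (-0.78, adjusted p 0.0127) sets were lower and the fatty acid synthesis set was higher (0.49, adjusted p 0.000673), under fry in all scalings and without any single library. The thermogenic (-0.7, adjusted p 0.0145) and erythroid (-1.47, adjusted p 0.0127) sets lost their calls without day 1 replicate 1 or 3 (up to 0.0654). With only the groups compared in the fit both lost them too, as the thermogenic set did with the filter at an FPKM of 5 (-0.2). The skeletal muscle set (-2.34, adjusted p 0.0417) and the B cell set (0.49, adjusted p 0.0341) lost theirs without any of several libraries (up to 0.172 and 0.139), among them day 1 replicates 1 and 2. Both were lost as well with the 2 dominant genes left out, the B cell set with no filter, and the skeletal muscle set with the filter at an FPKM of 5 and with only the groups compared. The adipocyte set (0.06, adjusted p 0.0178) changed sign without day 1 replicate 2 or 12 weeks replicate 2 and with the 2 dominant genes left out (-0.08), and lost its call with only the groups compared. The remaining sets were not called as deposited, from the endothelial set (-0.93) and macrophage set (-0.34) through extracellular matrix (-0.22), fatty acid oxidation (-0.03, and 0.08 after median ratio scaling), WNT signalling (0.08), interferon response (0.21), adipose progenitor (0.3) and oxidative phosphorylation (0.33) to T cell (0.66). Under camera 7 of the 8 calls held with the preset correlation and 0 with an estimated one, where 0 sets had an unadjusted p under 0.05.

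The sBAT SVF was compared over the same ages. As deposited, 9447 genes differed at 3 weeks from day 1 (187 higher and 9260 lower) by limma with BH adjustment, 4749 at 6 weeks (3648 higher and 1101 lower) and 5858 at 12 weeks (5080 higher and 778 lower). The medians over all genes were -0.88, 0.26 and 0.41, so the deposited values carry a shift of the whole library in these comparisons. After median ratio scaling, with medians of -0.05, 0 and 0.01, the counts were 4297 (1939 higher and 2358 lower), 4159 (2056 higher and 2103 lower) and 3959 (1963 higher and 1996 lower). Of these, 2957, 3133 and 2722 were called both ways, and 412 of the 2957 genes at 3 weeks had changed direction. Between 3 and 6 weeks 11143 genes differed as deposited (11098 higher and 45 lower at 6 weeks, median 1.17), and 2179 after median ratio scaling (1189 higher and 990 lower), the largest change of a count in this tissue. Between 6 and 12 weeks 1429 genes differed (1073 higher and 356 lower, median 0.16), 1241 after median ratio scaling (543 higher and 698 lower), and 661 without 12 weeks replicate 1. The joint test over the ages called 12407 genes as deposited and 6516 after median ratio scaling.

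In the sBAT SVF from day 1 to 12 weeks, the rises named by the rule were JCHAIN, ALDH1A1, CYP2B4 and SNCG, tested by limma with BH adjustment. JCHAIN (gene ID 103350781), an immunoglobulin chain, rose from 1.64 ± 0.767 to 162.5 ± 90.2 FPKM (SD, n = 3), a log2 fold change of 5.86 as deposited (SE 0.45, adjusted p 1.15e-08) and 5.38 after median ratio scaling. ALDH1A1 rose from 3 ± 0.964 to 126.5 ± 27 (5, SE 0.3, adjusted p 1.77e-10, and 4.52 after scaling). CYP2B4 (gene ID 100327257), a member of a gene family with close paralogs, rose from 0.327 ± 0.176 to 34 ± 5.61 (4.72, SE 0.33, adjusted p 2.2e-09, and 4.25 after scaling) and SNCG from 8.44 ± 2.88 to 198 ± 13 (4.44, SE 0.39, adjusted p 6.3e-08, and 3.95 after scaling). ALOX15 fell from 258 ± 160 to 0.153 ± 0.136 (-7.59, SE 0.65, adjusted p 4.98e-08) and UCP1 from 68.2 ± 11.7 to 1.25 ± 1.05 (-5.07, SE 0.66, adjusted p 7.07e-06). FBN2 (gene ID 100357126) fell from 17.1 ± 2.41 to 0.0733 ± 0.0252 (-4.07, SE 0.24, adjusted p 1.77e-10). MYL1 (gene ID 100009400) fell from 480 ± 311 to 24.3 ± 27.4 (-4.67, SE 1.71, adjusted p 0.0323). The MYL1 call was lost with a pseudocount of 0.1 (adjusted p 0.0848), with no filter on low FPKM, and without day 1 replicate 1 or 2 or 12 weeks replicate 2 or 3 (up to 0.128), while its adjusted p ranged from 0.00575 to 0.0848 over the alternatives that kept all libraries.

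Of the 34 listed genes, 21 differed in the sBAT SVF at 12 weeks (15 higher and 6 lower), and 22 when adjusted over the list alone; after median ratio scaling these were 17 (10 higher and 7 lower) and 20. CIDEA (3.65 as deposited and 3.17 after median ratio scaling), LEP (3.45 and 3.03), PDGFRA (2.38 and 1.9), CEBPA (2.21 and 1.75), ADIPOQ (1.8 and 1.31), CD34 (1.45 and 0.96) and DPP4 (1.27 and 0.79) were called higher by limma with BH adjustment in both scalings, with adjusted p-values from 8.17e-09 to 0.00349 as deposited. LEP was listed at 0 in all 3 day 1 libraries. DLK1 (-3.92 and -4.36), POSTN (-3.66 and -4.14) and ACTA2 (-1.86 and -2.35) were called lower in both, with adjusted p-values from 2.52e-06 to 0.00328 as deposited. TAGLN (-1.62, adjusted p 0.0144) lost its call without day 1 replicate 2 or 3 (up to 0.0642). Some calls depended on the scaling. EBF2 (0.86, adjusted p 0.00552) and PI16 (1.22, adjusted p 0.0155) were called as deposited and not after median ratio scaling (adjusted p 0.0773 and 0.118, with ranges over all alternatives of 0.00397 to 0.0773 and 0.00744 to 0.121), both were lost too with the 2 dominant genes left out, and PI16 with upper quartile scaling and without day 1 replicate 3 or 12 weeks replicate 1 (up to 0.0942). COL1A1 was not called as deposited (-0.63, adjusted p 0.185) and was called lower after median ratio scaling (-1.12, adjusted p 0.0313, range over the alternatives 0.0154 to 0.409) or without 12 weeks replicate 3. FSTL1 changed sign, from 0.37 (adjusted p 0.342) to -0.12.

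In gene set tests of the sBAT SVF at 12 weeks, fry called 9 of 17 sets, all higher, as deposited, and 8 after median ratio scaling, 4 higher and 4 lower. The adipocyte (2.17 as deposited and 1.7 after scaling, adjusted p 2.29e-07), fatty acid synthesis (1.38 and 1.03, adjusted p 3.02e-08), T cell (2.18 and 1.78, adjusted p 2.13e-05) and B cell (2.15 and 1.79, adjusted p 5.36e-07) sets were called higher in both scalings and without any single library. The oxidative phosphorylation (0.35, adjusted p 0.0275) and fatty acid oxidation (0.22, adjusted p 0.0275) sets were called higher as deposited, but their medians were -0.13 and -0.25 after scaling. The fatty acid oxidation call was also lost with the filter at an FPKM of 5 and with only the groups compared. The WNT signalling (0.42, adjusted p 0.0107), adipose progenitor (0.78, adjusted p 0.025) and interferon response (0.81, adjusted p 0.025) sets kept their direction after scaling without a call. These last 5 calls were each also lost without some single libraries (adjusted p up to 0.165), apart from WNT signalling. Scaling called the extracellular matrix (-0.73), smooth muscle and myofibroblast (-1.95), cell cycle (-0.63) and macrophage (-0.45) sets lower, of which the macrophage median was 0.02 as deposited. The thermogenic (0.1, and -0.2 after scaling), endothelial (0.49), erythroid (-0.34) and skeletal muscle (-1.97) sets were called in neither, although the thermogenic set was called higher with only the groups compared (0.16). Of the 9 calls as deposited, 4 held under camera with the preset correlation and 0 with an estimated one, where 2 sets had an unadjusted p under 0.05.

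The age changes of the SVF of both depots were compared gene by gene. Of the genes called at 12 weeks against day 1, 2538 were called in both depots, where 2186 were expected by chance, and 92.8% of them changed in the same direction. With median ratio scaling 2626 were shared where 1553 were expected, with 99% in the same direction. Across the 13274 genes, which are not independent, the log2 fold changes of the depots correlated with Pearson's r of 0.76 and Spearman's rho of 0.71. Total iBAT and the iBAT SVF, in separately normalized tables, shared 2342 called genes where 2108 were expected, 76.6% in the same direction, with r of 0.4 across 12169 genes. Scaled by the median ratio, 2578 were shared where 2223 were expected, 79.3% in the same direction. The overlap was weaker with the 2 dominant genes left out, where 2419 were shared, 2316 were expected and 68.9% had the same direction.

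The SVF of both depots was also compared at each age. At day 1, 55 genes differed (50 higher and 5 lower in iBAT) by limma with BH adjustment, with a median over all genes of 0.19, and 21 after median ratio scaling (12 higher and 9 lower), of which 15 were also called as deposited. Without iBAT SVF day 1 replicate 2 the count was 4, and with only these 2 groups in the fit it was 1. At 3 weeks 10130 genes differed (10086 higher and 44 lower in iBAT, median 0.95), and 1042 after scaling (514 higher and 528 lower). At 6 weeks 328 genes differed (46 higher and 282 lower, median -0.22), 140 after scaling (72 higher and 68 lower), 407 with the 2 dominant genes left out (57 higher and 350 lower, median -0.21), and 59 without sBAT SVF 6 weeks replicate 1. At 12 weeks 2953 genes differed (245 higher and 2708 lower, median -0.33), 1288 after scaling (712 higher and 576 lower), of which 811 were also called as deposited, and 910 without iBAT SVF 12 weeks replicate 3. Taken as a ratio, the change of the day 1 count from 55 to 1 was the largest of these with an alternative that kept all libraries.

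At day 1, OSR2 (gene ID 100339888) was higher in the iBAT SVF (33.9 ± 2.81 against 6.09 ± 0.846 FPKM, SD, n = 3; log2 difference 2.3, SE 0.41, adjusted p 0.0137 by limma with BH adjustment). TNFSF8 (gene ID 100342081), the only gene lower in iBAT that met the rule, was at 2.95 ± 0.899 against 24 ± 12.5 (-2.58, SE 0.41, adjusted p 0.0123). Both were also called after median ratio scaling. Both were lost without iBAT SVF day 1 replicate 2 (adjusted p 0.074 and 0.0657), OSR2 also without replicate 3 of either depot (up to 0.0777), and TNFSF8 also with only these 2 groups in the fit (0.0704, the highest of its alternatives). CPXM1 (1.97, adjusted p 0.0343) and C1QTNF7 (1.93, adjusted p 0.0343) were not called after median ratio scaling, where their adjusted p was the highest of their alternatives (0.101 and 0.0857), nor in the other 2 scalings, with only these 2 groups in the fit, or without iBAT SVF day 1 replicate 2 or 3 or sBAT SVF day 1 replicate 1 or 3 (up to 0.184 and 0.168). At 12 weeks MMP27 (gene ID 100340040) was higher in iBAT (48.9 ± 14.8 against 2.85 ± 1.87 FPKM, 3.78, SE 0.37, adjusted p 6.82e-06), as were NOX5 (103 ± 72.9 against 7.89 ± 8.37, 3.74, SE 0.46, adjusted p 0.000114) and CGREF1 (gene ID 100351477; 31.7 ± 12 against 2.24 ± 2.73, 3.6, SE 0.49, adjusted p 0.000187). THBS4 (gene ID 100357137; 0.08 ± 0.0656 against 18.7 ± 9.38, -4.09, SE 0.62, adjusted p 4e-04), C1QTNF3 (gene ID 100338569; 2.18 ± 0.94 against 32.5 ± 11.2, -3.38, SE 0.53, adjusted p 0.000507) and CA1 (gene ID 100009083; 7.31 ± 1.03 against 63.6 ± 3.1, -2.97, SE 0.56, adjusted p 0.00186) were lower in iBAT. These 6 genes were called in all 4 scalings, and the 3 values of the depots did not overlap in any of them.

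The interaction of depot and age asked whether the change from day 1 to 12 weeks differed between the SVF of iBAT and sBAT. As deposited, 2437 genes passed by limma with BH adjustment (33 higher and 2404 lower in iBAT relative to sBAT), with a median over all genes of -0.51. After median ratio scaling 167 passed (71 higher and 96 lower), 116 of them among the 2437, and without iBAT SVF 12 weeks replicate 3 the deposited values gave 829. The joint test over all ages called 9972 genes as deposited and 237 after median ratio scaling, 203 of them shared. The genes called in all 4 scalings for 12 weeks against day 1 numbered 110, all with 1 direction throughout (15 higher and 95 lower in iBAT). CEBPA changed by -2.68 in iBAT relative to sBAT (SE 0.24, adjusted p 2.79e-06, and -2.1 with adjusted p 0.00231 after median ratio scaling), from 8.92 ± 0.705 to 6.23 ± 1.07 FPKM in iBAT and from 4.32 ± 0.677 to 23.7 ± 4.25 in sBAT. It was 1 of 5 listed genes, of 34 tested, called as deposited, and 5 were called when adjusted over the list alone. Scaled by the median ratio, 2 were called, and 4 over the list alone.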

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

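The tests that left out the 2 dominant genes, and the count of genes called in all 4 scalings, were chosen only after the result was seen. The counts over other splits were planned before.

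A difference between the depots in the change from day 1 to 12 weeks, tested as an interaction by limma with BH adjustment, brought up 2437 genes, and 9972 over all ages. Among 100 splits of the same libraries, drawn with a fixed seed and with the real one included, only the real one gave as many genes for 12 weeks against day 1 (1 of the 100 splits, next highest 1316) and for all ages (1 of the 100 splits, next highest 9437). The second margin is narrow. Chance in which libraries share a group is thus argued against, but splits do not speak to a technical difference that follows the groups.

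A few genes taking most of the FPKM is a candidate explanation for the size of these counts and for part of their direction. ADORA1 and LOC100009266 held 30% of the FPKM in the sBAT SVF at day 1 and 4.38% in the iBAT SVF (at most 8.71% in any library), so other sBAT genes are lowered at day 1 by construction. With these 2 genes left out, 240 genes passed for 12 weeks against day 1 and 212 over all ages. Of the 240, 27 were higher and 213 lower (11.25% higher), with a median over all genes of -0.24, so the 2 genes are argued against as the whole cause of the one-sided direction. For 110 genes, called in all 4 scalings with 1 direction throughout (15 higher and 95 lower in iBAT), the tables argue against the 2 genes as the whole cause of the calls. The uneven split of the 110 is no evidence on direction, since the deposited values, 1 of the 4 scalings, called only 33 genes higher and 2404 lower. Median ratio scaling alone gave 71 higher and 96 lower. Depth stays open, since the sBAT SVF libraries at day 1 had relative depths of 0.601 to 0.785 and those of the iBAT SVF 0.795 to 1.353. Whether a difference in the cells recovered from each depot is the cause was not tested and stays open. After median ratio scaling, the mean log2(FPKM + 1) of the B cell set at 12 weeks was 2.41 to 3.43 in the sBAT SVF. In the iBAT SVF it was 0.94 to 1.84, and the depots overlapped at day 1. The T cell set also differed at 12 weeks (2.4 to 3.49 against 0.89 to 1.96), while the macrophage and endothelial sets overlapped. The cells of the depots may thus differ at 12 weeks. A biological difference in age response was not tested either and stays open.

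CEBPA had the smallest adjusted p among the named genes, with a change of -2.68 (SE 0.24, adjusted p 2.79e-06) in iBAT relative to sBAT and an adjusted p of 1.36e-06 to 0.00231 over its alternatives. All 3 sBAT values rose above the 3 at day 1, from 4.32 to 23.7 FPKM, and the iBAT mean went from 8.92 to 6.23. NOX5 (3.12, SE 0.65, adjusted p 0.00723, range 0.00673 to 0.0365) rose in both depots and more in iBAT, to 103 FPKM against 7.89. These calls held in every alternative and without any single library, so the scale of the FPKM does not account for them; paralogs and cell recovery were not tested.

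RPS27L (2.64, SE 0.72, adjusted p 0.0199, range 0.0186 to 0.044) rose from 7.02 to 12.9 FPKM in iBAT and went from 17.2 to 5.19 in sBAT, where it was listed at 0 in all 3 libraries at 3 weeks. Its call was lost without iBAT SVF day 1 replicate 3 or 12 weeks replicate 3 (up to 0.0552). It has a close paralog, and reads shared with it were not tested. MMP27 (2.6, SE 0.53, adjusted p 0.00653, range 0.00564 to 0.228) rose from 1.81 to 48.9 FPKM in iBAT and from 0.253 to 2.85 in sBAT. With a pseudocount of 0.1 its difference was 1.43 (adjusted p 0.228), since the smaller pseudocount enlarges the fold change of the lower depot.

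The other named genes were lower in iBAT relative to sBAT and lost their calls under median ratio scaling, which removes the shift of all genes. They were THBS4 (-4.23, SE 0.88, adjusted p 0.00715, to -3.6 and 0.0599, range 0.00647 to 0.0599), MYOC (-3.92, SE 0.83, adjusted p 0.00761, to -3.36 and 0.0505, range 0.00696 to 0.0505), C1QTNF3 (-3.41, SE 0.75, adjusted p 0.00845, to -2.85 and 0.0741, range 0.00824 to 0.0741) and LEF1 (-1.97, SE 0.43, adjusted p 0.00845, to -1.46 and 0.101, range 0.00823 to 0.101). ZIC1 (-1.44, SE 0.29, adjusted p 0.00639, to -1.03 and 0.101, range 0.00625 to 0.101), ADIPOQ (-2.23, SE 0.61, adjusted p 0.0206, to -1.62 and 0.161, range 0.0163 to 0.161) and EBF2 (-1.06, SE 0.33, adjusted p 0.0331, to -0.49 and 0.292, range 0.0304 to 0.292) behaved alike. Upper quartile scaling took the same calls except that of MYOC, leaving out the 2 genes those of LEF1, ADIPOQ and EBF2, and a pseudocount of 0.1 that of EBF2. All kept their direction. ADIPOQ was also lost without any 1 of 4 libraries, iBAT SVF day 1 replicate 3, iBAT SVF 12 weeks replicate 3, and sBAT SVF 12 weeks replicates 1 and 2 (up to 0.0657), and EBF2 in 9 of the fits that left out 1 library (up to 0.075). For these 7 genes part of the difference may come from the scale of the deposited FPKM, as the values under median ratio scaling show.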

How the results depend on the processing

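Leaving out the 2 dominant genes, ADORA1 and LOC100009266, and rescaling the rest was chosen after seeing the data; the other alternatives were planned. Counts are of genes at a BH-adjusted p under 0.05, set values are median log2 fold changes, and unless stated the cause of a change was not tested.

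Of 102 values of named genes, 82 kept their direction and their side of the threshold in all alternatives that tested them with every library. In the fits that left out 1 library as well, 71 did so. Of 49 set values, 9 and 7 did so. Not every alternative covered every value. The filter at an FPKM of 5 tested 95 of the 102 gene values, and the fit of only the groups compared also left some untested. Moderation without a trend changed none of the results.

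With median ratio scaling, counts changed by more than 1.5 times for the iBAT SVF at 6 weeks against 3 weeks (516), for the sBAT SVF at 3 weeks against day 1 (4297), 6 weeks against 3 weeks (2179) and over all ages (6516), for the depots at day 1 (21), 3 weeks (1042), 6 weeks (140) and 12 weeks (1288), and for the interaction at 12 weeks (167) and over all ages (237). Upper quartile scaling gave 527, 4274, 2284, 6563, 25, 1053, 141, 1302, 215 and 223 for the same results. With the 2 dominant genes left out they were 372, 4167, 2566 and 6535, then 20 and 1060 for the depots at day 1 and 3 weeks (407 at 6 weeks, within 1.5 times) and 240 and 212 for the interaction, with 3748 for the sBAT SVF at 12 weeks against day 1 and 5 gene sets in the iBAT SVF. Median ratio scaling removes a shift of all genes by construction. Leaving out the 2 genes does not, with medians of -0.26 left for the depots at 12 weeks, -0.24 for the interaction, -0.22 for the iBAT SVF at 12 weeks and 0.33 for total iBAT at 3 weeks against day 1, nor does upper quartile scaling in total iBAT (0.14 and 0.15 at 3 and 6 weeks).

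Directions that reversed with median ratio scaling were FSTL1 in total iBAT (-0.03) and in the sBAT SVF (-0.12), the fatty acid oxidation set in the iBAT SVF (0.08), and the fatty acid oxidation (-0.25), macrophage (-0.45), oxidative phosphorylation (-0.13) and thermogenic (-0.2) sets in the sBAT SVF. Upper quartile scaling reversed FSTL1 (-0.07) and the fatty acid oxidation (-0.2), macrophage (-0.41), oxidative phosphorylation (-0.08) and thermogenic (-0.17) sets in the sBAT SVF, and the fatty acid oxidation set in the iBAT SVF (0.07). Leaving out the 2 genes reversed FSTL1 (-0.12) and the fatty acid oxidation (-0.24), macrophage (-0.45), oxidative phosphorylation (-0.13) and thermogenic (-0.21) sets in the sBAT SVF, and the adipocyte (-0.08) and WNT signalling (-0.05) sets in the iBAT SVF. For sets these reversals are of the median. Where the medians of these iBAT SVF sets reversed, fry's own direction stayed higher. For the macrophage set in the sBAT SVF it stayed lower. With no filter the thermogenic set in the sBAT SVF reversed (-0.01). Among the other named genes, median ratio scaling weakened 12 calls and strengthened 1, upper quartile scaling 10 and 1, and leaving out the 2 genes 7 and 1.

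Splits of higher and lower genes also moved. Upper quartile scaling gave 3214 higher and 1794 lower for total iBAT at 3 weeks and 3286 and 2601 at 12 weeks against day 1, 1171 and 1525, and 1044 and 1127, for the iBAT SVF at 3 and 6 weeks, and 2234 and 1945, and 2168 and 1806, for the sBAT SVF at 6 and 12 weeks. At 3 weeks against day 1 it gave 1971 and 2303 in the sBAT SVF, and at 6 against 3 weeks 1368 and 916. For 12 against 6 weeks it gave 971 and 1342 in the iBAT SVF and 569 and 681 in the sBAT SVF, for the depots 17 and 8, 546 and 507, 68 and 73, and 607 and 695 at day 1 and at 3, 6 and 12 weeks, and for the interaction 62 and 153. With the 2 genes left out, 12 against 6 weeks gave 545 and 1564 in the iBAT SVF and 364 and 992 in the sBAT SVF, and 6 against 3 weeks 240 and 132 in the iBAT SVF and 1923 and 643 in the sBAT SVF. In the sBAT SVF, 3, 6 and 12 weeks against day 1 gave 1678 and 2489, 2393 and 1698, and 1873 and 1875, and the depots gave 12 and 8 at day 1 and 296 and 764 at 3 weeks.

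An added minimum of 1 for the absolute log2 fold change lowers every count by construction. It left, for 3, 6 and 12 weeks against day 1, 1719, 2765 and 2544 genes in total iBAT, 910, 902 and 2033 in the iBAT SVF and 5555, 1933 and 2418 in the sBAT SVF. For 6 against 3 weeks it left 618 in total iBAT, for 12 against 6 weeks 580 in the iBAT SVF and 643 in the sBAT SVF, for the depots 6118, 187 and 994 at 3, 6 and 12 weeks, and for the interaction 1515.

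A pseudocount of 0.1 gave 9 genes for total iBAT at 12 against 6 weeks, 851 for the same ages in the sBAT SVF, 140 for the depots at 6 weeks and 1404 for the interaction. No filter gave 167 genes for the depots at day 1. The filter at an FPKM of 5 gave 35 and 213 for the depots at day 1 and 6 weeks, and 5 sets in the iBAT SVF, with fewer genes tested. Fitting only the groups compared gave 917 and 3 genes in total iBAT (6 against 3 and 12 against 6 weeks), 371 in the iBAT SVF at 6 against 3 weeks, 1 for the depots at day 1 and 4 sets in the iBAT SVF, with fewer libraries to estimate the variance. The replicate block gave 12 genes for total iBAT at 12 against 6 weeks and took the call from the endothelial set in total iBAT at 12 weeks against day 1, and kept the other counts within 1.5 times. Same-numbered iBAT and sBAT libraries had correlations of 0.06 to 0.59 in their deviations from the group means at day 1, -0.23 to 0.17 at 3 weeks, -0.29 to -0.13 at 6 weeks and 0.25 to 0.51 at 12 weeks. They exceeded 0.1 in all 3 pairs at 12 weeks only, so the numbers may mark pairs there. With replicate number within age as the block, 2786 genes differed between the depots at 12 weeks (251 higher and 2535 lower) and 2083 passed for the interaction (34 higher and 2049 lower). No other split of the 12 weeks libraries, those that also part the 3 pairs included, gave more than 2 genes without the block. With camera's estimated correlation and the values as deposited, 1 set was called in total iBAT, 0 in the iBAT SVF and 0 in the sBAT SVF, with 5, 0 and 2 at an unadjusted p under 0.05.

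Each library was left out in turn. Counts that moved by more than 1.5 times ranged from 699 (without 3 weeks replicate 3) to 1481 for total iBAT at 6 against 3 weeks and from 4 (6 weeks replicate 1) to 527 (6 weeks replicate 3) at 12 against 6 weeks. In the iBAT SVF they ranged from 1243 (day 1 replicate 1) to 2067 at 3 weeks and 951 (6 weeks replicate 2) to 2239 at 6 weeks against day 1, from 56 (3 weeks replicate 1) to 103 at 6 against 3 weeks, and from 767 (6 weeks replicate 1) to 1224 at 12 against 6 weeks. In the sBAT SVF 12 against 6 weeks ranged from 661 (12 weeks replicate 1) to 919. The depots ranged from 4 (iBAT SVF day 1 replicate 2) to 56 at day 1, 59 (sBAT SVF 6 weeks replicate 1) to 268 at 6 weeks and 910 (iBAT SVF 12 weeks replicate 3) to 3311 at 12 weeks, and the interaction from 829 (iBAT SVF 12 weeks replicate 3) to 2998. Sets called ranged from 4 (day 1 replicate 1) to 7 in the iBAT SVF and from 5 (day 1 replicate 1) to 9 in the sBAT SVF.

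Directions also reversed without single libraries, here with the range over the 6 fits. In total iBAT these were the skeletal muscle set (-0.19 to 0.12, the latter without day 1 replicate 2) and FSTL1 (-0.13 to 0.45, negative without 12 weeks replicate 3). In the iBAT SVF the adipocyte set (-0.15 to 0.27) and interferon response set (-0.24 to 0.68) were negative without replicate 2 of day 1 or of 12 weeks (-0.07 and -0.02 for the latter), COL1A1 (-0.06 to 0.35) and the WNT signalling set (-0.04 to 0.29) without day 1 replicate 3, and the fatty acid oxidation set (-0.1 to 0.12) was positive without day 1 replicate 3 and 12 weeks replicate 1 (0.03). In the sBAT SVF the thermogenic set (-0.02 to 0.25) was negative without day 1 replicate 1, and the macrophage set (-0.33 to 0.28) without day 1 replicate 1 (-0.19), 12 weeks replicate 2 and 12 weeks replicate 3 (-0.02). MKI67 (-0.68 to 0.1) was positive without 12 weeks replicate 3, while the endothelial set (0 to 1.12) and the extracellular matrix set (-0.37 to 0) came to 0 without day 1 replicate 2 and 12 weeks replicate 1. The called sBAT SVF sets lost without single libraries were oxidative phosphorylation (replicates 1 and 3 of both ages, adjusted p up to 0.099), fatty acid oxidation (day 1 replicates 1 and 3, 12 weeks replicate 1, up to 0.165), adipose progenitor (day 1 replicates 1 and 3, 12 weeks replicate 3, up to 0.0984) and interferon response (replicates 1 and 2 of both ages, up to 0.0753). CEBPA in the iBAT SVF was lost without 5 of the 6 libraries (up to 0.151). It was also lost with every library kept, under median ratio scaling (-0.36, adjusted p 0.152) and upper quartile scaling (-0.37, adjusted p 0.142). PPARGC1A in the sBAT SVF was lost without day 1 replicate 2 (0.0892) and with a pseudocount of 0.1.

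Depth limits what can be said of genes with low FPKM. In total iBAT the relative depth of the day 1 libraries was at most 0.621 and that of the 6 and 12 weeks libraries at least 1.356, so a gene listed near 0 at day 1 is measured there on fewer fragments. The sBAT SVF libraries at 3 weeks had relative depths of 0.526 to 0.728, and 63.9% to 80.4% of their FPKM lay in the 2 dominant genes. They had only 12416 to 13888 genes above 0. Median ratio scaling does not restore genes listed at 0, so the scaled counts with this group keep that limit.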

Other observations

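The tests of the sBAT SVF at 3 weeks, the depots at 12 weeks, ADORA1 and LOC100009266, HBB2, CKM, MYL1, and the scale of the FPKM and the 2 dominant genes in total iBAT, were chosen only after the result was seen; those of other splits, UCP1 and depth were set before.

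For each comparison of 3 with 3 libraries, 10 splits are possible, so the share with as many genes cannot be under 0.1 and chance in which libraries share a group cannot be told apart by this count. In total iBAT, 1 of the 10 splits gave as many genes at 3 weeks, 1 of the 10 splits at 6 weeks and 1 of the 10 splits at 12 weeks against day 1, 1 of the 10 splits at 6 against 3 weeks, and 2 of the 10 splits at 12 against 6 weeks, where another split gave 108. In the iBAT SVF and in the sBAT SVF it was 1 of the 10 splits in each of the same 5 comparisons, with at most 130 genes (iBAT SVF at 6 weeks against day 1) in any other split. The depots gave 1 of the 10 splits at day 1 and at 3, 6 and 12 weeks, and the gene sets 1 of the 10 splits in each tissue. For any change with age, 1 of the 100 splits gave as many genes in total iBAT, in the iBAT SVF and in the sBAT SVF, the real one, with next highest counts of 3937, 1765 and 11238.

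In the sBAT SVF at 3 weeks against day 1, the calls were nearly all lower (187 higher and 9260 lower). With the 2 dominant genes left out, 40.27% of the calls were higher, so a few genes taking most of the FPKM is a candidate explanation for the imbalance. In contrast, the calls at 12 weeks between the depots stayed mostly lower in iBAT with these genes left out (15.78% higher). At 12 weeks the 2 genes held a mean of 6.65% of the FPKM in the sBAT SVF and 4.67% in the iBAT SVF. Their gain would thus lower sBAT genes rather than iBAT genes. These shares argue against the 2 genes as the cause there, and the split could not test it. What else shifts the libraries was not tested, and a biological difference between ages or depots stays open in both cases.

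ADORA1 and LOC100009266 rose and fell together. Over the 24 SVF libraries, deviations from the group means had a Pearson's r of 0.989, and 0 of 13272 other genes were as close to ADORA1 (next 0.846). Their ratio stayed between 0.939 and 2.4 while ADORA1 ranged 177-fold. The SVF correlation is what one source of reads counted in both genes would give. The total iBAT values go against a fixed share of such reads in both genes, as r was 0.872, 165 of 12851 genes were as close, and the ratio was 1.9 to 3.82, mostly above that of the SVF. The hypothesis stays open, since the sequences were not used here. Reads of mitochondrial origin were tested with 68 oxidative phosphorylation genes. Their median r with ADORA1 was 0.28 in the SVF, at percentile 100 of 10000 random lists (median -0.06), which that source would predict but which a shared biological regulation could also give. Mitochondrially encoded genes were not analysed here.

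UCP1 in the iBAT SVF at day 1 stood at 0.488% of its level in total iBAT, in separately normalized tables, and at 0.761%, 0.153% and 0.568% at 3, 6 and 12 weeks. At 6 and 12 weeks UCP1 was detected in a single SVF library per age, at a very low FPKM, so those percentages are uncertain. RNA carried over from mature brown adipocytes may account for the UCP1 in this fraction. Of 742 genes with at least 100 FPKM in total iBAT at day 1, 1 had an SVF level under 50% of the day 1 percentage of UCP1, against a median of 43.8%. Such a gene would set an upper limit on carry-over, and that 1 gene, LOC108177974, was listed at 0. The next lowest gene, THRSP, stood at 0.621%, above UCP1 itself. With UCP1 so near the lowest, the count could hardly have been high, and it does not decide the source. UCP1 made in SVF cells was not tested and stays open.

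HBB2, a globin with close paralogs, was low at 6 weeks and high at 12 weeks in both SVFs (12 against 6 weeks as deposited 5.41, adjusted p 9.4e-05, in iBAT and 6.33, adjusted p 1.07e-05, in sBAT, by limma with BH adjustment). The other 11 erythroid genes had a median change of 0.91 in iBAT (9 higher and 2 lower) and 2.6 in sBAT (10 higher and 1 lower) with median ratio scaling, and of 0.95 and 2.99 as deposited, with the same numbers higher and lower. RNA of red blood cells is a candidate explanation. With median ratio scaling TFRC went the other way in both depots (-0.98 and -0.68), as did KLF1 in iBAT (-0.35), and the criterion for this test was loosened after its value was seen, to allow such exceptions. A change in the blood content of the tissue with age stays open.

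CKM was lower at 12 weeks than at day 1 in total iBAT. RNA of skeletal muscle as its source is argued against by ACTA1, at 3.4 FPKM at day 1 where the ratio of ACTA1 to CKM in the sBAT SVF would need 931. This test replaced an earlier one, in which 3 of 5 other muscle genes were lower and which was undecided. Expression of CKM in brown adipocytes stays open, as untested. For MYL1 in the sBAT SVF, 10 of 10 other skeletal muscle genes were lower at 12 weeks with median ratio scaling (median -1.99, 4 of them called). As deposited 9 were lower (median -1.68, 3 called) and MYBPC2 was higher (0.08), against a median of 0.41 over all genes. In the iBAT SVF 10 of 10 were lower both ways (-2.1 and -2.25). RNA of skeletal muscle may account for the fall of MYL1. In the iBAT SVF at day 1, replicate 3 held 12.5 FPKM of ACTA1 against 828 and 941 in the others.

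More genes were higher than lower at 12 weeks against day 1 in total iBAT. Lower depth of the day 1 libraries was tested on 6046 genes with a mean FPKM of at least 10 over all libraries of the tissue. Of their calls, 62.6% were higher (2030 higher and 1212 lower). Most libraries in that mean come from the later ages, so the filter itself favours genes that rise. The share therefore does not decide on depth, which stays open. With the 2 dominant genes left out 69% were higher, which argues against a few genes taking most of the FPKM. Upper quartile scaling gave 55.82% and median ratio scaling 50.9%, but the latter centres the fold changes and so fixes a near-even split. The scale of the deposited FPKM and a real change therefore cannot be told apart here. A real rise of most transcripts cannot be measured from FPKM without an external standard and stays open.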
